# MicroRNAs associated with AGL6 and IAA9 function in tomato fruit set

**DOI:** 10.1186/s13104-023-06510-z

**Published:** 2023-09-30

**Authors:** Barbara Molesini, Federica Pennisi, Nicola Vitulo, Tiziana Pandolfini

**Keywords:** MicroRNA, RNA-Seq, Fruit set, Tomato, RNA silencing, Parthenocarpy

## Abstract

**Objective:**

Fruit set is triggered after ovule fertilization, as a consequence of the downregulation of ovary growth repressors, such as the tomato transcription factors Auxin/indole-3-acetic acid 9 (IAA9) and Agamous-like 6 (AGL6). In a recent work, we developed a method to silence *IAA9* and *AGL6* in tomato ovaries using exogenous dsRNAs. We also produced small RNA libraries from *IAA9*- and *AGL6*-silenced ovaries to confirm the presence of siRNAs, derived from exogenous dsRNA, targeting *IAA9* and *AGL6*. The objective of this work is to exploit these sRNA libraries to identify miRNAs differentially expressed in *IAA9*- and *AGL6*-silenced ovaries as compared with unpollinated control ovaries.

**Results:**

We identified by RNA sequencing 125 and 104 known and 509 and 516 novel miRNAs from reads mapped to mature or hairpin sequences, respectively. Of the known miRNAs, 7 and 45 were differentially expressed in *IAA9*- and *AGL6*-silenced ovaries compared to control ones, respectively. Six miRNAs were common to both datasets, suggesting their importance in the fruit set process. The expression pattern of two of these (miR393 and miR482e-5p) was verified by stem-loop qRT-PCR. The identified miRNAs represent a pool of regulatory sRNAs potentially involved in tomato fruit initiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13104-023-06510-z.

## Introduction

MicroRNAs (miRNAs) are small non-coding RNAs of ~ 20–24 nt involved in the regulation of target mRNAs. Most miRNAs are transcribed from miRNA genomic loci by RNA polymerase II that generates a precursor, called primary miRNA (pri-miRNA), characterised by a stem-loop structure. In plants, miRNA maturation occurs in the nucleus, and for the accurate processing of the pri-miRNA, the action of a multiprotein complex composed by the RNase type III Dicer-like 1 (DCL1) enzyme, Hyponastic Leaves 1 (HYL1) double-stranded RNA-binding protein, and zinc finger Serrate (SE) protein, is required [1–4]. DCL1 cleaves the pri-miRNA producing a miRNA precursor (pre-miRNA), and the processing continues until the mature miRNA/miRNA* duplex is released [5]. The duplex, characterised by 2-nt overhangs, as well as a 5′ phosphate (P) and a 3′ OH [6], is exported into the cytoplasm by HASTY, the orthologue of mammalian EXPORTIN5 [7]. The miRNA/miRNA* duplex undergoes 2′-O-methylation by the S-adenosyl methionine (SAM)-dependent methyltransferase HEN1 at the 3′ end. The miRNA is selectively loaded into ARGONAUTE 1 (AGO1) to form an active miRNA-induced silencing complex, which negatively regulates target mRNA expression at the post-transcriptional level, mainly through mRNA cleavage and translational repression [8]. Several evidence shows that functional mature miRNAs can originate from the 5′ side of the pre-miRNA (designed as the ‘5p’ strand) or from the 3’ side (also referred to as the ‘3p’ strand), pairing on different targets [9]. In plants, miRNAs and their targets are evolutionarily conserved between different plant species. The targets of miRNAs generally encode transcription factors (TFs) and regulatory proteins, disease resistance genes, metabolic enzymes, and transporters [10]. Functional characterisation of many miRNAs and their targets in different crop species, including *Solanum lycopersicum*, has revealed multiple roles in several biological processes such as vegetative and reproductive development, responses to phytohormones, abiotic and biotic stresses, and fruit development [10].

Most miRNAs are implicated in complex regulatory networks, including that underlying fruit set, a very early phase of fruit development that marks the transition from a quiescent ovary to the growing fruit after successful fertilization of the flower. For instance, tomato plants overexpressing miR167, which targets Auxin Response Factors 6/8 (ARF6/8), are unable to generate fruits [11]. Parthenocarpy, which is the fruit set in the absence of fertilization, was achieved by overexpressing miR159, whose targets, the transcription factors GAMYB1 and GAMYB2, are regulated by gibberellin [12]. Knockdown by miR166 of *Sl*HB15A, belonging to class III homeodomain leucine-zipper transcription factors, caused aberrant ovule formation correlating with parthenocarpic fruit set under adverse temperature conditions [13]. In the same work, *Sl*HB15A was shown to be a key regulator of hormonal activity, repressing auxin and activating ethylene biosynthesis and signalling within ovules [13], corroborating the crucial role played by hormones, in concert with TFs, in regulating fruit set [14, 15].

One possible approach to study the implication of miRNAs in fruit set is to dissect the ovary growth from ovule fertilization by inhibiting the activity of ovary growth repressors prior to flower anthesis. A key role in the repression of ovary growth before fertilization is played by two regulatory proteins: Auxin/indole-3-acetic acid 9 Transcription Factor (IAA9), and AGAMOUS-like6 (AGL6), a MADS-box MIKCC type II transcription factor. Downregulation of *IAA9* and *AGL6* in tomato induced parthenocarpic fruit development [16, 17]. In a previous study, we developed a transient silencing method to investigate the molecular changes occurring at fruit setting by downregulating *IAA9* and *AGL6*, using exogenous application of double-stranded RNA (dsRNA) coupled to layered double hydroxide (LDHs) to very young tomato flower buds [18]. The dsRNA delivery strategy caused the reduced expression of the target transcripts. We also produced small RNA-Seq libraries of *IAA9*- and *AGL6*-silenced ovaries and showed that the downregulation of the target genes was due to the formation of small interfering RNAs (siRNAs) derived from dsRNA processing. The same small RNA-Seq database is used in the present study to reveal alterations in the expression of known and novel miRNAs in *AGL6*- and *IAA9*-silenced ovaries. This work represents an extension of our previous research article, contributing to highlight the molecular changes underlying the fruit set process.

## Results

To identify miRNAs potentially involved in fruit set, we analyzed unpollinated tomato ovaries collected before anthesis, in which the expression of *IAA9* and *AGL6* was downregulated as a consequence of treatment with exogenous dsRNA [18]. Five days after the application of specific dsRNA, the transcript level of *IAA9* and *AGL6* was reduced by approximately 40 and 60%, respectively. These ovaries were used for the construction and sequencing of two sRNA libraries: *IAA9*- and *AGL6*-silenced (hereafter referred to as IAA9sil and AGL6sil). A third sRNA library was obtained from emasculated control (mock-treated) ovaries (ctrl). 

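Small RNA of each group of ovaries was sequenced as 1 library per condition, from a pool of ovaries collected 5 days after treatment. The silenced ovaries had received 5 µg of dsRNA each, bound to LDHs, which are layered mineral particles that carry the dsRNA into the tissue, and the ctrl ovaries had received LDHs without dsRNA. The authors mapped the cleaned reads to the tomato genome with Bowtie, matched them to miRBase sequences or to precursors predicted by miREvo and mirdeep2, and deposited the number of reads on each mature miRNA without normalization. The counts cover 634 miRNAs, of which 125 are known and 509 are predicted, and they sum to 1460919 reads in AGL6sil, 1053000 in IAA9sil and 1038064 in ctrl. A single miRNA, sly-miR162, held 44.2% of the counted reads in AGL6sil, 41.8% in IAA9sil and 34.8% in ctrl. The counts are of small RNAs, so the transcripts of the targeted genes AGL6 and IAA9 were not analysed here. For each miRNA, the counts were scaled for library size and expressed as the log2 ratio of a silenced library to ctrl. There is 1 library per condition and so no replicate check, and every ratio compares these libraries, not the conditions. Intervals of ratios are 95% Clopper-Pearson intervals of the pair of counts. They cover counting error only, because reads without molecular identifiers are not independent molecules. In a library with 0 reads of a miRNA, up to 3 reads cannot be excluded, and differences from a library with 3 reads or fewer are given as lower bounds, at the end of the counting interval nearer 0 or against 3 reads, whichever is smaller.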

In each sample, the number of raw reads ranged from 26 to 30 millions (Table 1). Data cleaning was performed on the FASTQ file of the raw reads to obtain the final clean reads, which represent averagely 97% of the raw ones. Low quality reads, such as those with N > 10% (N means indeterminable), 5’ adapter contamination, sequences without a 3’ adapter or insert, with poly(A)/(T)/(G)/(C) tails, were discarded (Table 1). Unique clean reads between 18 and 30 nt were 2,864,283 (IAA9sil) 3,552,836 (AGL6sil) and 2,499,669 (ctrl) (Table 1).

**Table 1:** Quality control and data filtering

Sample	Total reads	N%>10%	5’ adapter contamination	3’ adapter null or insert null	With polyA/T/G/C	Clean reads	Clean reads (18–30 nt)
**ctrl**	30,618,662 (100%)	1836 (0.01%)	16,153 (0.05%)	684,938 (2.24%)	63,506 (0.21%)	29,852,229 (97.50%)	2,499,669
**AGL6sil**	26,439,854 (100%)	651 (0.00%)	33,216 (0.13%)	748,029 (2.83%)	75,428 (0.29%)	25,582,530 (96.76%)	3,552,836
**IAA9sil**	27,947,482 (100%)	1701 (0.01%)	28,256 (0.10%)	515,332 (1.84%)	59,739 (0.21%)	27,342,454 (97.84%)	2,864,283

Small RNA reads were initially mapped to the reference genome using Bowtie and then aligned to the plant miRNAs sequences deposited in the miRBase21 database. 

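The 125 known miRNAs differed widely in depth. Their reads summed over the 3 libraries ranged from 1 to 1446175, with a median of 344, and 34 of them had fewer than 50 reads in total. All of these values refer to reads counted on mature sequences. Reads on hairpin sequences were not analysed here.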

Globally, 125 and 104 known miRNAs were identified from reads mapping either to mature or hairpin sequences, respectively (Table 2).

**Table 2:** Summary of known and novel miRNAs in the samples

	Known miRNAs				Novel miRNAs			
Sample	Total	Ctrl	AGL6sil	IAA9sil	Total	Ctrl	AGL6sil	IAA9sil
**Mapped mature**	125	121	118	120	509	481	498	498
**Mapped hairpin**	104	103	104	102	516	495	508	506
**Mapped unique sRNA**	9387	3036	2999	3352	10,320	2998	4008	3314
**Mapped total sRNA**	3,595,509	1,064,907	1,453,322	1,077,280	144,286	35,050	70,909	38,327

Of these, reads mapping to mature sequences were 118, 120, and 121 in AGL6sil, IAA9sil, and ctrl, respectively (Table 2). 

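With 1 read as the limit of detection, the deposited counts gave the same numbers of 118, 120 and 121 known miRNAs, and 113 known miRNAs had a read in each of the 3 libraries. With at least 10 reads required, 97 known miRNAs were detected in AGL6sil, 100 in IAA9sil and 96 in ctrl. Rarefied to the miRNA reads of the ctrl library, which had the fewest of them, the expected number was 115.8 in AGL6sil and 119.9 in IAA9sil. The order of the libraries thus depended on the read limit, and the differences between them came from miRNAs with few reads.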

The number of sRNAs aligned to miRNA hairpin sequences was 104, 102, and 103 in AGL6sil, IAA9sil, and ctrl, respectively (Table 2). The number of unique mapped sRNAs was similar in the three samples, whereas more total sRNA reads were detected in AGL6sil. 

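Reads on known mature miRNAs summed to 1395919 in AGL6sil, 1019553 in IAA9sil and 1007270 in ctrl, which is 38.6% more in AGL6sil and 1.2% more in IAA9sil than in ctrl. The paper's reported totals in Table 2 are 1453322, 1077280 and 1064907, in the same order of libraries. Relative to the clean reads of Table 1, the known miRNAs took 5.46% in AGL6sil, 3.73% in IAA9sil and 3.37% in ctrl. A large part of the excess came from sly-miR162, with 645220 reads in AGL6sil and 361195 in ctrl, and from sly-miR159, with 148794 and 62020 reads. sly-miR10532, also among the 5 with the most reads, had 66434 and 35913. The 5 known miRNAs with the most reads made up 70.6% of the counted reads in AGL6sil, 64.7% in IAA9sil and 60.7% in ctrl. The number of unique sequences was not analysed here.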

We also analyzed the nucleotide bias at the first position for known miRNAs (Additional file 1). In all groups, miRNAs between 18 and 23 nt showed a preference for ”U”, whereas in miRNAs of 24–26 nt the preferred first base was ”A” (Additional file 1). In accordance with previous studies, miRNAs showed a prevalent length of 21 nt with ”U” at 5’-end (Additional file 1), features typical of the most plant miRNAs [19, 20].

Identification of novel miRNAs was performed using miREvo [21] and mirdeep2 [22] to predict miRNA by exploring the hairpin secondary structure of the precursors (Table 2). A total of 509 and 516 novel miRNAs were identified by annotation on the mature or hairpin sequence, respectively. 

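The 509 predicted miRNAs were counted at lower depth than the known ones. Their reads summed over the 3 libraries had a median of 58 and reached at most 15743, and 226 of them had fewer than 50 reads in total. At least 1 read was found for 498 predicted miRNAs in AGL6sil, 498 in IAA9sil and 481 in ctrl, and 466 were found in each of the 3 libraries. At least 10 reads were found for 410 predicted miRNAs in AGL6sil, 333 in IAA9sil and 301 in ctrl. Rarefaction to the miRNA reads of ctrl changed the number detected at 1 read to 494.8 in AGL6sil and 497.7 in IAA9sil.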

The number of total and unique mapped sRNA was higher for AGL6sil than for the IAA9sil and ctrl. 

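Reads on predicted mature miRNAs summed to 65000 in AGL6sil, 33447 in IAA9sil and 30794 in ctrl. This is 111.1% more in AGL6sil and 8.6% more in IAA9sil than in ctrl. The paper's totals in Table 2 are 70909, 38327 and 35050. For each 1000 reads on known miRNAs there were 46.6 reads on predicted miRNAs in AGL6sil, 32.8 in IAA9sil and 30.6 in ctrl, so that the excess in AGL6sil was larger for predicted than for known miRNAs.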

The first-base frequency of the new miRNAs of different lengths was also analysed, which revealed that in the three libraries, miRNAs of 18–22 nt preferentially started with '“U”, except for those of 20 nt which showed a preference for “G”. The highest percentage of miRNAs of 23–26 nt had “A” as the first base (Additional file 2). In the 3 libraries, the most abundant novel miRNAs were 24 nt in length with “A” as the most common base at 5’-end. In *Arabidopsis* and rice this long class of miRNAs has been shown to function as heterochromatic siRNAs to deposit repressive chromatin marks [20].

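Over the 634 miRNAs, the median count was 33 in AGL6sil, 18 in IAA9sil and 15.5 in ctrl. Division by these medians scales AGL6sil by a factor of 2.129 and IAA9sil by 1.161 relative to ctrl. Predicted miRNAs are 80.3% of the list, and their median counts were 30, 15 and 13, against 96, 127 and 126 for known miRNAs. The median of known miRNAs alone would scale AGL6sil by 0.762, and that of predicted miRNAs alone by 2.308. Other scales gave factors for AGL6sil of 1.994 with the median of ratios of DESeq2, 1.903 with the TMM method of edgeR, 1.407 with the total miRNA count and 0.857 with the clean reads of Table 1. The corresponding factors for IAA9sil were 1.123, 1.119, 1.014 and 0.916. On the log2 scale the factor of AGL6sil was 1.09 with the median of all miRNAs and −0.22 with the clean reads, and every log2 ratio in AGL6sil moves by the difference between them when the scale is changed.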

To find out differentially expressed miRNA in the* IAA9*- and *AGL6*-silenced ovaries, we normalized miRNA read count of the three libraries based on median values and then the fold change IAA9 vs. crtl and AGL6 vs. crtl was calculated and expressed as log_2_. 

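A total of at least 50 reads in the 3 libraries was reached by 374 of the 634 miRNAs, made up of 91 known and 283 predicted miRNAs. The total was taken on the counts before scaling. A log2 ratio of 1.5 corresponds to a 2.83-fold difference. In 3 simulated libraries without any difference between them and with a coefficient of variation of 0.2 beyond counting error, a mean of 0.4 known and 3.44 predicted miRNAs per comparison passed both limits by chance over 1000 draws. With a coefficient of variation of 0.4, these means were 8.39 and 30.78. The true variation between ovary pools cannot be read from 1 library per condition.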

The data were filtered considering a threshold of 50 for the total abundance of reads in the three libraries and fold changes ≥ 1.5 and ≤ − 1.5 (Table 3, Additional files 3 and 4). Seven (1 upregulated and 6 downregulated) and 45 (4 upregulated and 41 downregulated) known miRNAs were differentially expressed in IAA9sil and AGL6sil, respectively. Among these, 6 were differentially expressed in both libraries (i.e. sly-miR482e-5p; sly-miR167a, sly-miR530, sly-miR171b-5p, sly-miR394-3p, sly-miR393); five of these were downregulated in both libraries, and one showed an opposite pattern. 

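With counts scaled by the library median, 6 known miRNAs were downregulated and 0 upregulated in IAA9sil, and 39 were downregulated and 4 upregulated in AGL6sil. In AGL6sil the counting interval excluded a log2 ratio of 0 for all 43 and lay wholly past the threshold for 28 of the downregulated and 2 of the upregulated miRNAs. In IAA9sil it lay past the threshold for 5 of the 6. The largest decreases in AGL6sil were those of sly-miR394-3p, with 1 read against 308 in ctrl (at least 117-fold lower), sly-miR164a-3p, with 195 reads against 4225 (log2 ratio −5.53, interval −5.74 to −5.32), and sly-miR9472-5p, with 106 reads against 1301 (−4.71, interval −5.01 to −4.42). The largest increase was that of sly-miR398a, with 19338 reads in AGL6sil and 988 in ctrl (3.20, interval 3.11 to 3.29), followed by sly-miR397-3p at 1.88 (interval 1.04 to 2.84) and sly-miR9474-5p at 1.84 (interval 0.77 to 3.12). In IAA9sil the log2 ratios of 5 of the 6 miRNAs lay between −3.02 and −1.69, and sly-miR393, with 3 reads, was at least 3.74-fold lower. The split of the known miRNAs in AGL6sil moved most when known and predicted miRNAs were each scaled by their own median, which gave 14 downregulated and 16 upregulated miRNAs. It was 34 and 4 with the median of ratios or TMM, 24 and 4 with the total miRNA count, 17 and 6 without scaling, and 15 and 11 with the clean reads as the scale.

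**Figure D1:**
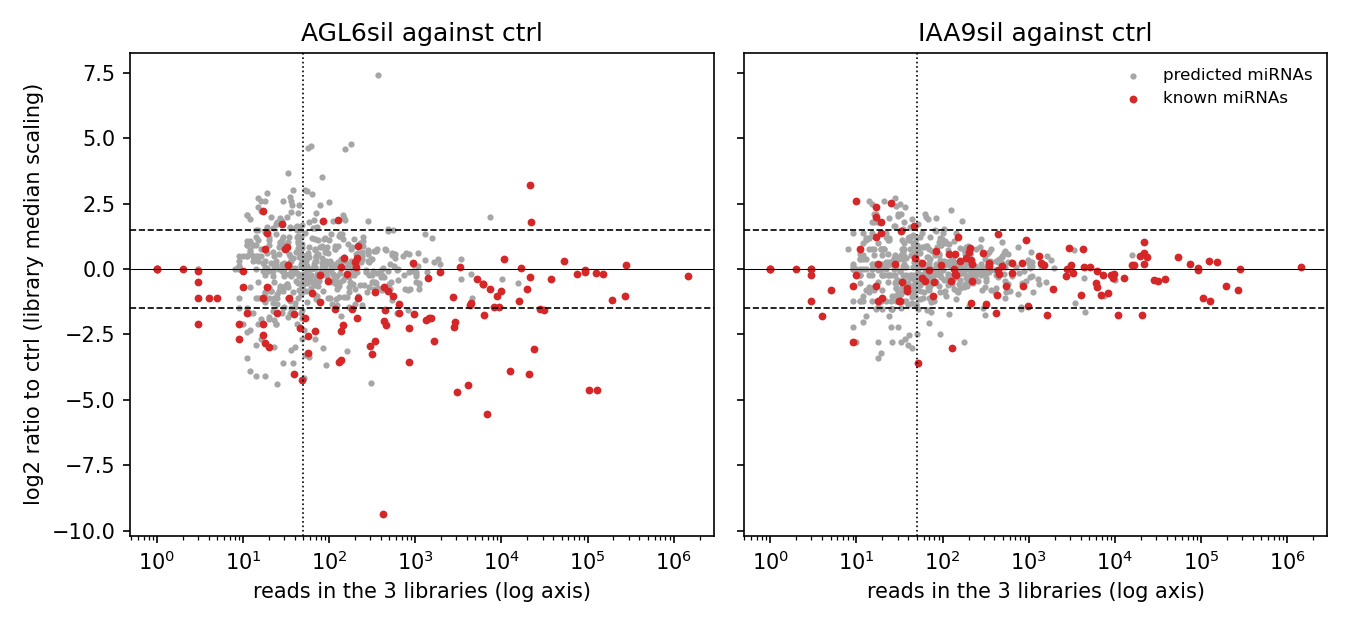
Log2 ratio of each miRNA to ctrl against its reads in the 3 libraries (log axis), for AGL6sil (left) and IAA9sil (right). Points are single miRNAs, known in red and predicted in grey, with a count of 0 taken at 3 reads. Dashed lines mark log2 ratios of 1.5 and −1.5, and the dotted line marks 50 reads. Known miRNAs lie mostly below 0 in AGL6sil, with 39 of them under −1.5 and past 50 reads.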

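Of the 6 miRNAs, 5 passed both limits in both libraries, all of them downregulated. The counts of sly-miR167a were 313 in AGL6sil, 336 in IAA9sil and 989 in ctrl, with log2 ratios of −2.75 (interval −2.94 to −2.57) and −1.77 (−1.96 to −1.59). sly-miR530 had 18, 14 and 98 reads and log2 ratios of −3.54 (−4.35 to −2.80) and −3.02 (−3.95 to −2.21). sly-miR394-3p had 111 reads in IAA9sil, a log2 ratio of −1.69 (−2.01 to −1.37), besides the single read in AGL6sil. sly-miR171b-5p had 4 reads in AGL6sil, 33 in IAA9sil and 9 in ctrl, in total 46 and so below 50 before scaling. Its log2 ratios had opposite signs, −2.26 (−4.41 to −0.42) in AGL6sil and 1.66 (0.56 to 2.91) in IAA9sil. With each class of miRNAs scaled by its own median, the ratio of sly-miR171b-5p in AGL6sil was −0.78 and no longer past the threshold.

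**Figure D2:**
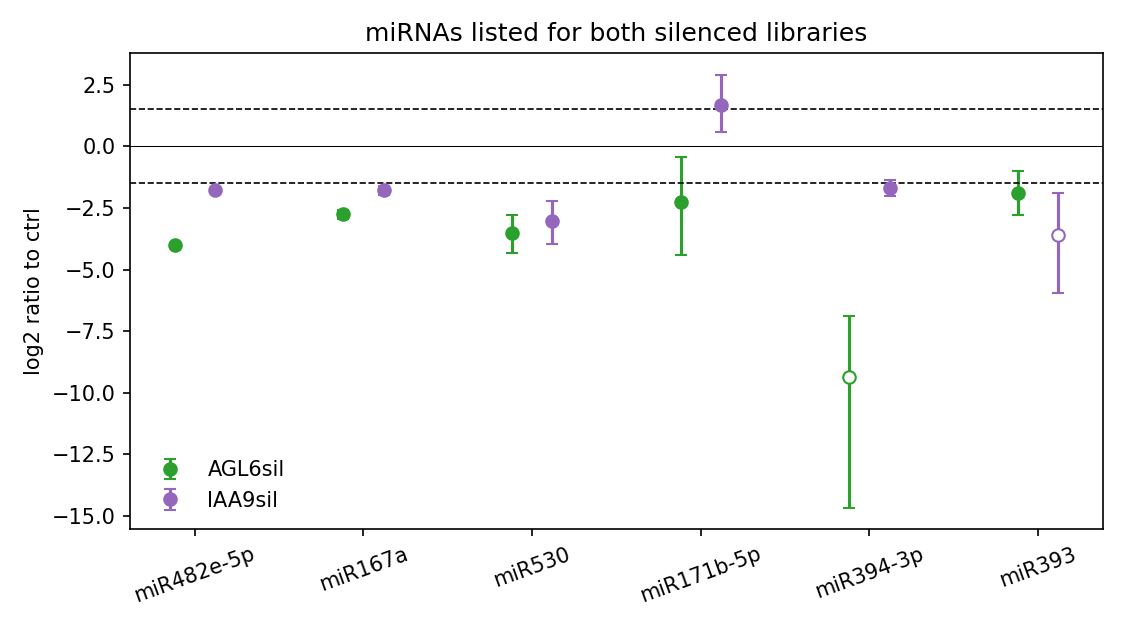
Log2 ratio to ctrl of the 6 miRNAs in AGL6sil (green) and IAA9sil (purple), 1 library each. Bars are 95% Clopper-Pearson intervals of the counts, dashed lines mark 1.5 and −1.5, and open points have 3 reads or fewer in a library. Only sly-miR171b-5p has ratios of opposite sign, −2.26 and 1.66.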

The locus ID of the mRNA targets predicted for known miRNAs are reported in Additional file 3. 

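Among predicted miRNAs with a total of at least 50 reads, 12 were downregulated and 25 upregulated in AGL6sil, and 11 were downregulated and 9 upregulated in IAA9sil. Ranked by log2 ratio, with counts of 0 taken at 3 reads, the largest increase in AGL6sil was that of novel_267. It had 366 reads against 1 in ctrl (at least 30.7-fold higher). Next came novel_500, with 178 reads against 0 (at least 22.4-fold higher), and novel_222, with 56 against 1 (at least 4.53-fold higher). The 3rd place depends on the single ctrl read of novel_222. With ctrl taken at 3 reads for each, novel_222 was 8.77-fold higher and novel_84, with 154 reads against 0, 24.1-fold higher in AGL6sil. The 3 largest decreases were those of novel_225, with 22 reads against 213 (log2 ratio −4.37, interval −5.07 to −3.73), novel_531, with 0 against 25 (at least 13.4-fold lower), and novel_296, with 7 against 42 (−3.68, interval −5.08 to −2.51). In IAA9sil the 3 largest decreases were those of novel_72, with 11 reads against 65 (−2.78, interval −3.85 to −1.84), novel_81, with 5 against 24 (−2.48, interval −4.22 to −1.06), and novel_363, with 4 against 19 (−2.46, interval −4.48 to −0.87). The increases there were led by novel_93, with 88 reads against 16 (2.24, interval 1.47 to 3.11), ahead of novel_222 and novel_170, which had 3 reads or fewer in ctrl. The calls rested on few reads. Fewer than 100 reads in total were behind 20 of the 37 calls in AGL6sil and 12 of the 20 in IAA9sil. The counting interval lay wholly past the threshold for 16 miRNAs in AGL6sil and 2 in IAA9sil. Among the 7 scalings, the clean reads changed the split most, to 7 downregulated and 128 upregulated in AGL6sil and to 4 and 17 in IAA9sil. With the total miRNA count it was 9 and 47 in AGL6sil and 6 and 13 in IAA9sil.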

Eighteen (7 upregulated and 11 downregulated) and 33 (17 upregulated and 16 downregulated) differentially expressed novel miRNAs were detected in the *IAA9*- and *AGL6*-silenced ovaries, respectively (Additional file 4). 

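In both silenced libraries, 5 predicted miRNAs passed both limits, each in the same direction. novel_225 had 73 reads in IAA9sil (log2 ratio −1.76, interval −2.17 to −1.37) besides its decrease in AGL6sil. novel_25 had 280 reads in AGL6sil, 156 in IAA9sil and 386 in ctrl, with log2 ratios of −1.55 (−1.78 to −1.33) and −1.52 (−1.80 to −1.25), and its intervals included the threshold in both. novel_522 had 7, 13 and 32 reads and ratios of −3.28 (−4.71 to −2.08) and −1.52 (−2.57 to −0.55). novel_170 had 47 and 14 reads against 3 in ctrl, at least 2.37-fold and at least 1.12-fold higher. The 5th, novel_222, had 56, 5 and 1 reads, at least 4.53-fold higher in AGL6sil, and in IAA9sil its interval included a log2 ratio of 0. With 37 and 20 calls drawn at random among the 283 predicted miRNAs past the read limit, 2.61 would be shared on average. Of 10000 random lists, 10.5% shared 5 or more. Such draws leave out that both comparisons use the same ctrl library, so they may understate the sharing without any effect. In simulated libraries without differences, a mean of 0.9 predicted miRNAs passed in both comparisons at a coefficient of variation of 0.2, where a comparison gave a mean of 3.44 calls, and 9.25 at 0.4, where it gave 30.78.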

Four (novel_25; novel_170; novel_225; novel_522) were in common in both libraries with the same pattern of expression.

**Table 3:** Known differentially expressed miRNAs

miRNAs	Fold change (IAA9sil vs. ctrl)	Mature sequence	Number of target transcripts
sly-miR482e-5p	-1.75	UGUGGGUGGGGUGGAAAGAUU	10
sly-miR167a	-1.77	UGAAGCUGCCAGCAUGAUCUA	5
sly-miR395a	-1.76	CUGAAGUGUUUGGGGGAACUCC	4
sly-miR530	-3.04	AGGUGUAGGUGUUCAUGCAGA	3
sly-miR171b-5p	1.66	AUAUUGGUGCGGUUCAAUUAG	3
sly-miR394-3p	-1.68	AGGUGGGCAUACUGUCAACA	2
sly-miR393	-3.46	AUCAUGCGAUCUCUUCGGAAU	
**miRNAs**	**Fold change (AGL6sil vs. ctrl)**	**Mature sequence**	**Number of target transcripts**
sly-miR6024	-1.88	UUUUAGCAAGAGUUGUUUUACC	40
sly-miR172a	-4.70	AGAAUCUUGAUGAUGCUGCAU	18
sly-miR9476-5p	-3.56	UCUAGUCCUGCAUCUUUUUUU	16
sly-miR172c	-2.13	AGAAUCUUGAUGAUGCUGCAG	15
sly-miR164a-5p	-2.71	UGGAGAAGCAGGGCACGUGCA	11
sly-miR482e-5p	-4.01	UGUGGGUGGGGUGGAAAGAUU	9
sly-miR390a-5p	-3.27	AAGCUCAGGAGGGAUAGCACC	9
sly-miR482a	1.79	UUUCCAAUUCCACCCAUUCCUA	8
sly-miR10537	-2.12	AUUUACCCCAAGUUCGUUGUC	8
sly-miR9474-5p	1.90	UGUAGAAGUCAUGAAUAAAAUG	7
sly-miR171b-3p	-2.96	UUGAGCCGUGCCAAUAUCACG	6
sly-miR396a-3p	-4.63	GUUCAAUAAAGCUGUGGGAAG	5
sly-miR9472-5p	-4.71	UUUCAGUAGACGUUGUGAAUA	5
sly-miR167a	-2.75	UGAAGCUGCCAGCAUGAUCUA	5
sly-miR394-5p	-1.86	UUGGCAUUCUGUCCACCUCC	5
sly-miR5300	-1.96	UCCCCAGUCCAGGCAUUCCAAC	5
sly-miR169e-3p	-3.48	UGGCAAGCAUCUUUGGCGACU	5
sly-miR168a-5p	-1.76	UCGCUUGGUGCAGGUCGGGAC	4
sly-miR171a	-1.57	UGAUUGAGCCGUGCCAAUAUC	4
sly-miR9470-5p	-2.48	UGAAAUCCAUGAGCCUAAACU	4
sly-miR482d-5p	-2.58	GGAGUGGGUGGGAUGGAAAAA	4
sly-miR9475-3p	-1.53	CUACAAUGUAGAGAUCGUUUU	3
sly-miR171f	-3.08	UAUUGGCCUGGUUCACUCAGA	3
sly-miR164b-3p	-2.03	CACGUGUUCUCCUUCUCCAAC	3
sly-miR9476-3p	-1.85	AAAAAGAUGCAGGACUAGACC	3
sly-miR403-3p	-1.70	CUAGAUUCACGCACAAGCUCG	3
sly-miR530	-3.54	AGGUGUAGGUGUUCAUGCAGA	3
sly-miR171b-5p	-2.12	AUAUUGGUGCGGUUCAAUUAG	3
sly-miR168a-3p	-3.89	CCUGCCUUGCAUCAACUGAAU	2
sly-miR164a-3p	-5.53	CAUGUGCCUGUUUUCCCCAUC	2
sly-miR403-5p	-4.42	CGUUUGUGCGUGAAUCUAACA	2
sly-miR6027-5p	-2.20	AUGGGUAGCACAAGGAUUAAUG	2
sly-miR394-3p	-8.78	AGGUGGGCAUACUGUCAACA	2
sly-miR166c-5p	-4.62	GGGAUGUUGUCUGGCUCGACA	1
sly-miR171c	-1.99	UAUUGGUGCGGUUCAAUGAGA	1
sly-miR5304	-1.51	UCAAUGCUACAUACUCAUCCC	1
sly-miR397-3p	1.86	UCAACGCUAAACUCGAUCAUG	1
sly-miR9475-5p	-1.58	AACGAUCUCUACAUUGUAGGC	
sly-miR398a	3.20	UAUGUUCUCAGGUCGCCCCUG	
sly-miR390a-3p	-1.71	CGCUAUCCAUCCUGAGUUUUA	
sly-miR1919a	-2.24	ACGAGAGUCAUCUGUGACAGG	
sly-miR167b-5p	-2.34	UAAAGCUGCCAGCAUGAUCUGG	
sly-miR9471a-5p	-1.53	CAGGUGCUCACUCAGCUAAUA	
sly-miR9471b-5p	-3.37	GAGGUGCUCACUCAGCUAAUA	
sly-miR393	-1.87	AUCAUGCGAUCUCUUCGGAAU	

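sly-miR482e-5p was counted 1860 times in AGL6sil, 4848 times in IAA9sil and 14078 times in ctrl. Its log2 ratio was −4.01 in AGL6sil (interval −4.08 to −3.94) and −1.75 in IAA9sil (interval −1.80 to −1.71). The other arm of the same precursor, sly-miR482e-3p, had 33921, 23545 and 17945 reads and ratios of −0.17 and 0.18. sly-miR393 was counted far less often, 18 times in AGL6sil, 3 times in IAA9sil and 31 times in ctrl. It was lower than ctrl by a log2 ratio of −1.87 in AGL6sil (interval −2.80 to −0.99), and was at least 3.74-fold lower in IAA9sil.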

The expression of two mature miRNAs (i.e. miR393 and mir482e-5p), downregulated both in AGL6sil and IAA9sil flower buds as compared with ctrl ones, was also evaluated by an independent method. The stem-loop qRT-PCR analysis showed that miR393 and mir482e-5p expressions were reduced by approximately 54% and 37%, respectively, in AGL6sil and IAA9sil confirming the RNA-Seq results (Fig. 1).

**Fig. 1:**
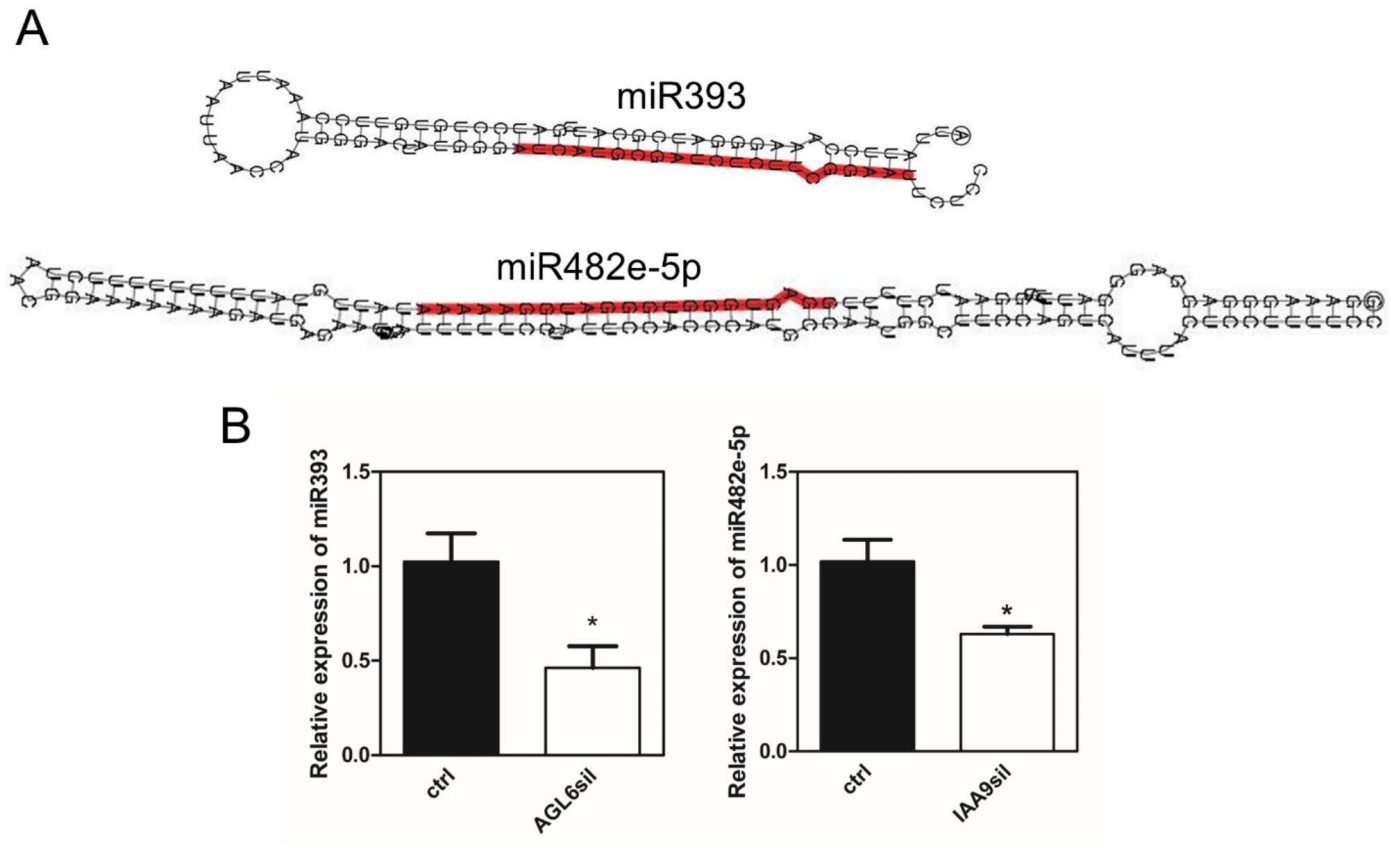
**A**, Secondary structure for miR393 and miR482e-5p. **B**, Expression of miR393 and miR482e-5p in AGL6sil and IAA9sil ovaries, respectively, conducted by stem-loop qRT-PCR. U6 rRNA was used as the internal control. Values are mean ± SEM of three biological samples. Asterisks indicate a significant difference when compared with reference ctrl sample according to Student’s t-test (*P < 0.05)

## Discussion

IAA9 and AGL6 are transcription factors that repress ovary growth before fertilization, and their downregulation causes parthenocarpic fruit development in tomato. In this study, we have identified a set of miRNAs whose expression is modified in tomato ovary as a consequence of the downregulation of *IAA9* and *AGL6*.

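Of the 91 known miRNAs with at least 50 reads, 75 were lower than ctrl in AGL6sil and 47 in IAA9sil, whatever the size of the difference. The median log2 ratio of the 91 was −1.20 in AGL6sil and −0.02 in IAA9sil. None of 10000 random lists of 91 miRNAs matched on abundance had a median as low in AGL6sil, where the middle 95% of the lists ranged from −0.53 to −0.19, and the value in IAA9sil was at the percentile 62.65. The median of the 283 predicted miRNAs was 0.08 in AGL6sil and −0.04 in IAA9sil. Downregulated miRNAs were 90.7% of the known calls and 32.4% of the predicted calls in AGL6sil, and 100% of the 6 known calls and 55% of the predicted calls in IAA9sil. With the clean reads as the scale, the median of the known miRNAs in AGL6sil was 0.11 and that of the predicted miRNAs 1.39, and 57.7% of the known calls were downregulated.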

In both datasets, almost all miRNAs were downregulated, suggesting that silencing of *IAA9* and *AGL6* increases the transcription of the respective miRNA targets. However, downregulation of *AGL6* caused a more pronounced effect on miRNA expression than the *IAA9* silencing in terms of number of differentially expressed miRNA. It is remarkable that five miRNAs showed altered expression in both ovary libraries suggesting an interplay between IAA9 and AGL6 signaling. 

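The number of miRNAs past both limits was 43 known and 37 predicted in AGL6sil, against 6 known and 20 predicted in IAA9sil. With the counting interval required to lie past the threshold, known calls were 30 in AGL6sil and 5 in IAA9sil. More known miRNAs were called in AGL6sil than in IAA9sil under each of the 7 scalings, with the closest numbers without scaling, where 23 and 6 were called. When the silenced libraries were compared with each other, 32 known miRNAs were lower and 4 higher in AGL6sil than in IAA9sil. Predicted miRNAs went the other way in this comparison, with 16 lower and 28 higher in AGL6sil. From its own numbers of differentially expressed miRNAs, the paper concludes that silencing of AGL6 had the more pronounced effect.

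**Figure D3:**
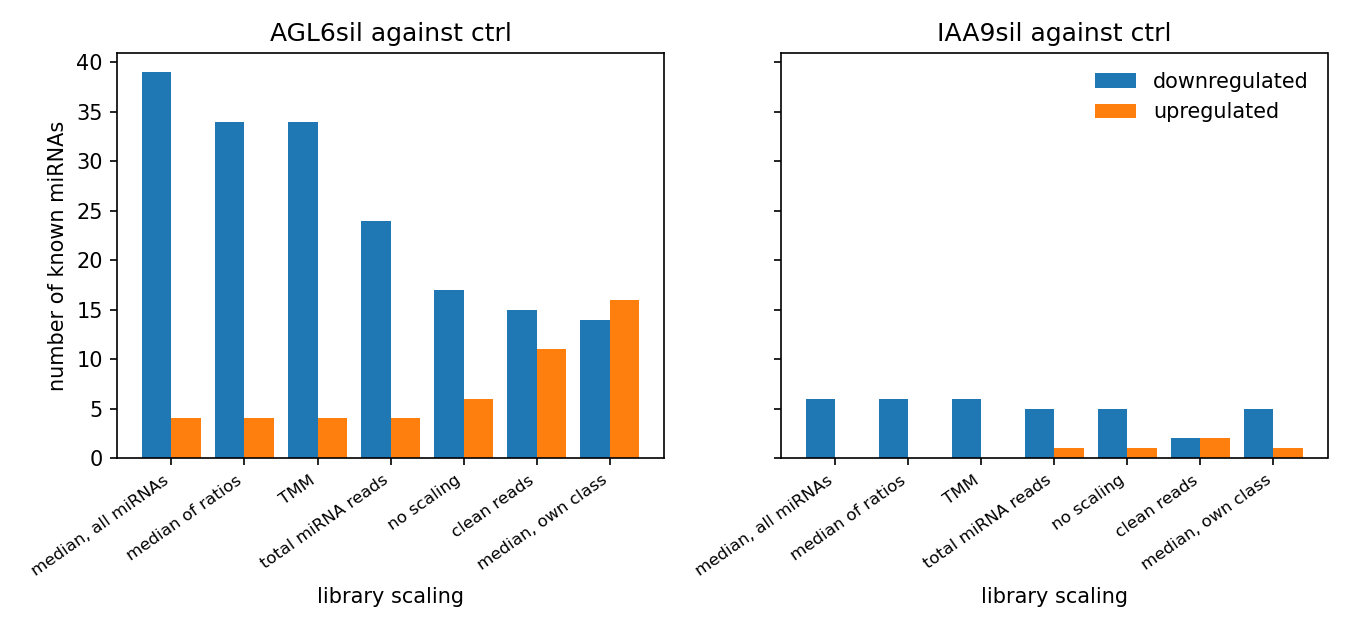
Number of known miRNAs past both limits, downregulated (blue) and upregulated (orange), in AGL6sil (left) and IAA9sil (right) under each library scaling. Downregulated miRNAs outnumber upregulated ones in AGL6sil except where known and predicted miRNAs are scaled by their own medians, with 14 and 16.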

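Because AGL6sil and IAA9sil are compared with the same ctrl library, chance values in ctrl enter both lists. In simulated libraries without differences, a mean of 0.09 known miRNAs passed in both comparisons at a coefficient of variation of 0.2, where a comparison gave a mean of only 0.4 calls, and 2.14 at 0.4, where it gave 8.39. The observed lists hold 43 and 6 of the 91 known miRNAs past the read limit and share 5. Drawn at random, lists of these sizes would share 2.84 on average, and 7.9% of 10000 random lists shared 5 or more. These draws leave out the shared ctrl library, so they may understate the sharing that arises without any effect. With AGL6sil as the shared reference, 33 known miRNAs passed in both comparisons, 32 of them in the same direction, and with IAA9sil as the shared reference 4 passed, 2 of them in the same direction. From its own list of miRNAs altered in both libraries, the paper proposes an interplay between IAA9 and AGL6 signaling.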

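In the miR166 family, sly-miR166c-5p had 7001 reads in AGL6sil, 39869 in IAA9sil and 80691 in ctrl. Its log2 ratio of −4.62 in AGL6sil (interval −4.65 to −4.58) was past the threshold under each of the 7 scalings, between −4.62 and −3.13, and that of −1.23 in IAA9sil was not. The other arm, sly-miR166c-3p, had 67818, 53101 and 71529 reads, and sly-miR166a had 103483, 66525 and 99113. Their log2 ratios in AGL6sil were −1.17 and −1.03, and under other scalings reached 0.32 and 0.45, so that the direction depended on the scale. In the miR167 family, sly-miR167b-5p had 22, 62 and 53 reads, with ratios of −2.36 (interval −3.15 to −1.62) and 0.01, and sly-miR167b-3p had 0, 16 and 23 reads, in total 39. sly-miR167a was lower than ctrl in both libraries under every scaling, by log2 ratios between −2.75 and −1.27 in AGL6sil and between −1.77 and −1.43 in IAA9sil.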

Two of the identified miRNAs, miR166 and miR167, have previously been implicated in tomato parthenocarpy and fruit formation, respectively [11, 13]. Furthermore, sly-miRNA393, which is downregulated in both *IAA9*- and *AGL6*-silenced ovaries, belongs to a family, whose members control the transcription of the auxin receptor TIR1; miR393 has been shown to be repressed after fertilization in cucumber fruits [23]. In addition, miRNA482, expressed in stamen and pistil libraries and having as target the pectate lyase enzyme, has been reported to play a regulatory role during ripening in tomato [24, 25].

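The total of 52 reads placed sly-miR393 just above the limit of 50. Its log2 ratio in AGL6sil was negative under each of the 7 scalings but ranged from −1.87 with the library median to −0.39 with the median of known miRNAs, and was −1.28 with the total miRNA count and −0.56 with the clean reads. In IAA9sil, where it had 3 reads, it stayed past the threshold under every scaling.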

Further studies may clarify the role of the identified miRNAs in the initial stages of tomato fruit growth.

## Materials and methods

### Small RNA-Seq for known and novel miRNA identification

Preparation and sequencing of small RNA libraries were conducted as described [18]. Small RNA reads were mapped to the reference genome using Bowtie, and then the mapped small RNA tags were used to looking for known miRNA. miRBase20.0 was used as reference, modified software mirdeep2 [22] and srna-tools-cli were used to obtain the potential miRNA and draw the secondary structures. The characteristics of hairpin structure of miRNA precursor was used to predict novel miRNA. The available software miREvo [21] and mirdeep2 were integrated to predict novel miRNA through exploring the secondary structure. For both known and novel miRNA, custom scripts were used to obtain the miRNA counts as well as base bias on the first position of identified miRNA with certain length and on each position of all identified miRNA, respectively.

### Analysis of miRNAs expression by Stem-Loop quantitative reverse transcription PCR (qRT-PCR)

Total RNA was isolated from flower buds (*Solanum lycopersicum* UC82 cv) injected with either LDHs (ctrl) or dsRNA-LDHs (AGL6sil or IAA9sil). The stem–loop qRT-PCR primers were designed according to [26]. Stem–loop RT reactions were performed following the thermal conditions reported in [27]. Briefly, the reaction mixtures were incubated at 16 °C for 30 min, followed by 60 cycles at 30 °C for 30 s, 42 °C for 30 s, and 50 °C for 1 s. At the end, the RT enzyme was inactivated at 85 °C for 5 min. The RT reaction in a total volume of 20 µl, contained 2 µg of RNA samples, 1 µL of 1 µM stem-loop RT primer, 1 µL of 10 mM dNTP mix, 4 µL 5X First-Strand buffer, 1.3 µl of 25mM MgCl_2_, and 1 µL Improm II Reverse transcriptase (Promega). The relative expression level of target miRNAs was calculated using 2^−ΔΔCt^ method [28] normalizing against U6 (XR_003244923.1) as the reference gene. The list of primers used is reported in Additional file 5.

### Limitations

Each small RNA library was obtained from total RNA isolated from a pool of ovaries after treatment with exogenous dsRNA. The detection of differentially expressed miRNAs was performed by comparing single IAA9sil, AGL6sil, and crtl libraries. Data could be strengthened by performing the same analysis on a different tomato cultivar.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The data discussed in the publication have been deposited in NCBI’s Gene Expression Omnibus [29] and are accessible through GEO Series accession number GSE225319 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225319).

# Supplementary material for: MicroRNAs associated with AGL6 and IAA9 function in tomato fruit set
**Source:** BMC Res Notes. 2023 Sep 30;16:242. doi: 10.1186/s13104-023-06510-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

**
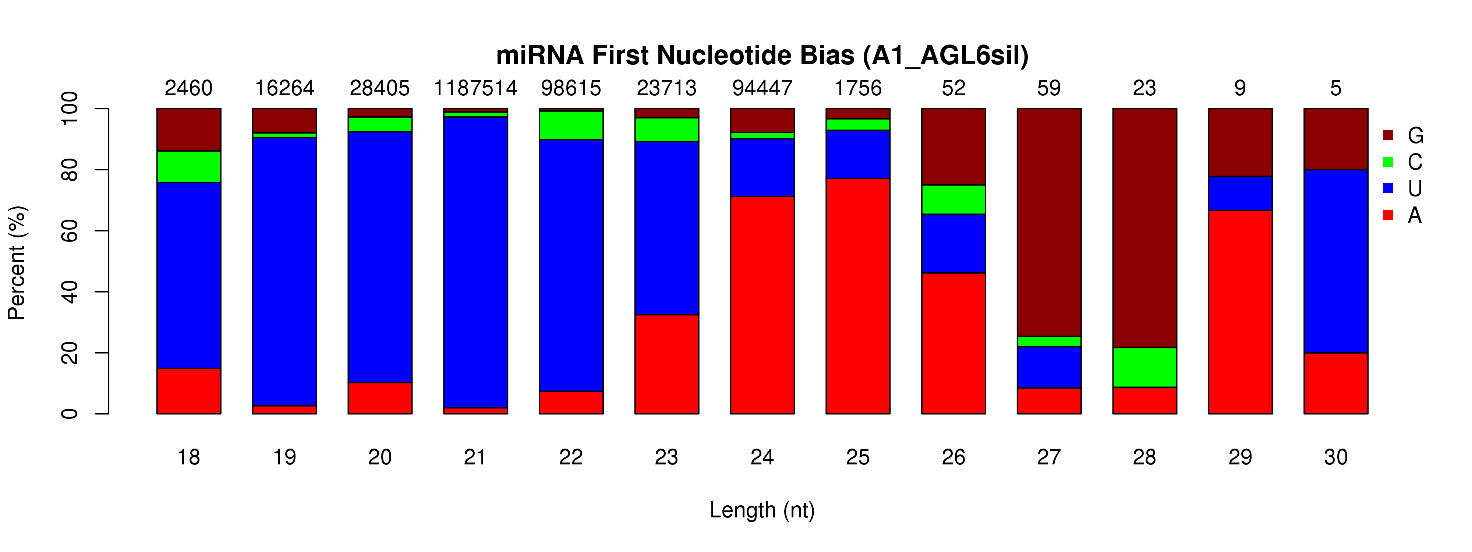

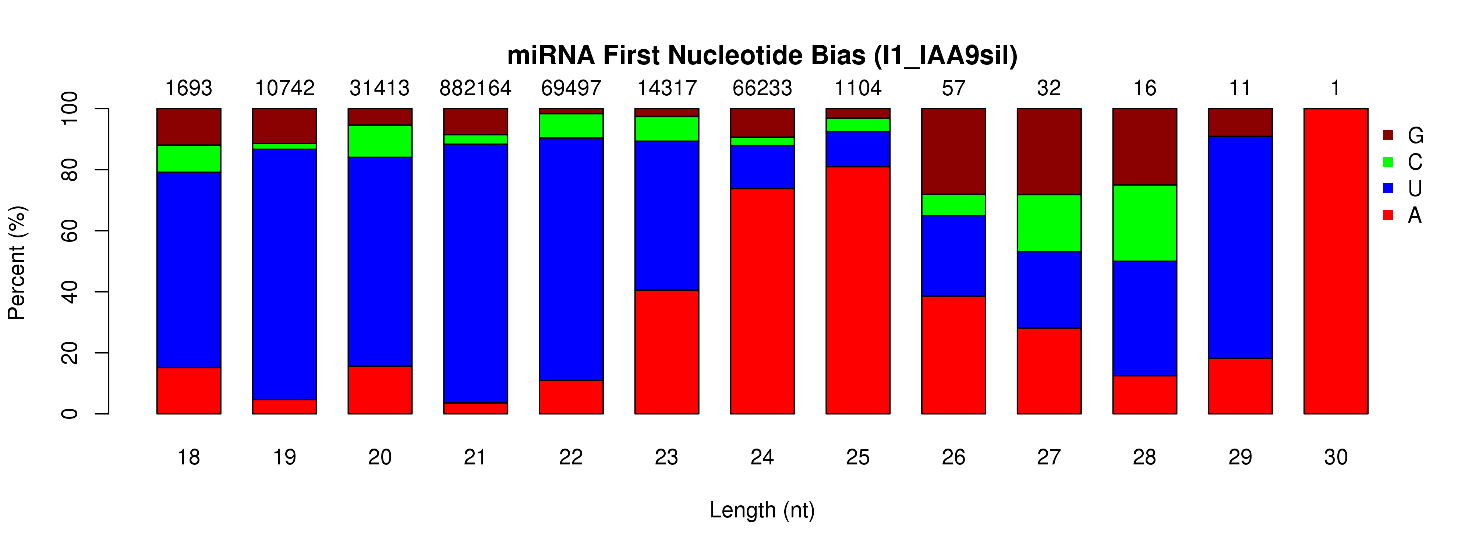

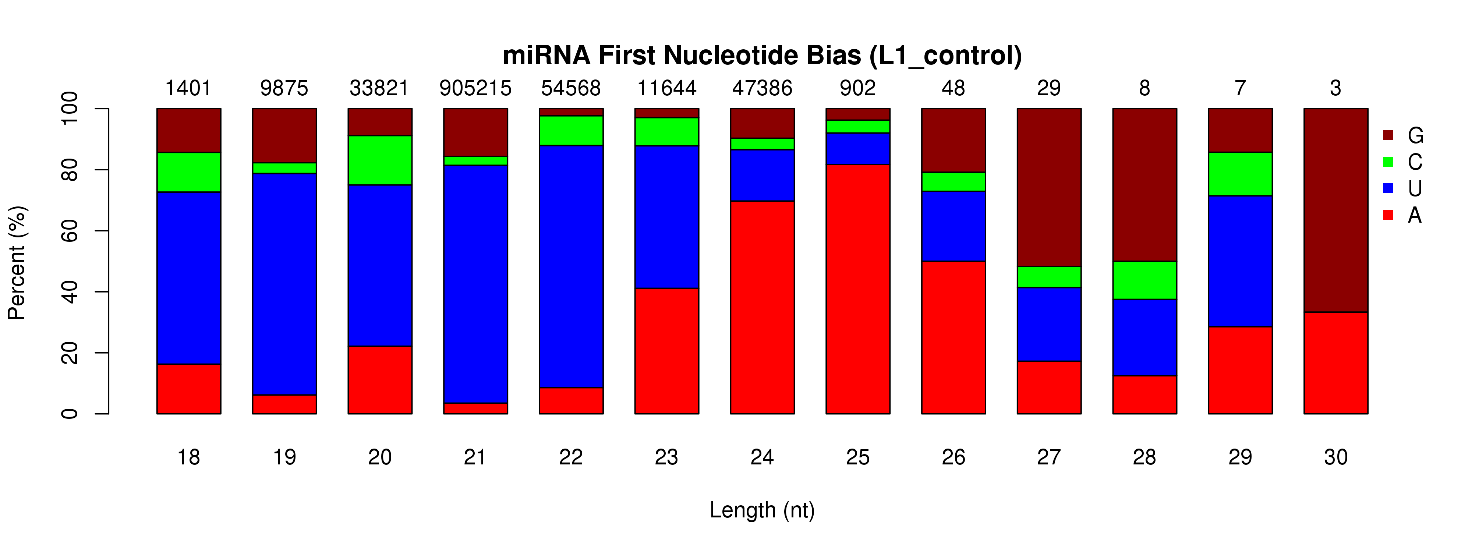
**

**Additional file 1.** First base preference of known miRNAs of 18 to 30 nucleotides (nt) in length. The horizontal axis is the length of the miRNA and the vertical axis is the ratio of A/U/C/G in the first base of the miRNA according to the miRNA length. The numbers on the columns are the total numbers of miRNAs with specific length.

# Supplementary material for: MicroRNAs associated with AGL6 and IAA9 function in tomato fruit set
**Source:** BMC Res Notes. 2023 Sep 30;16:242. doi: 10.1186/s13104-023-06510-z
**Supplement:** Supplementary file 2 — Supplementary Material 2

# **
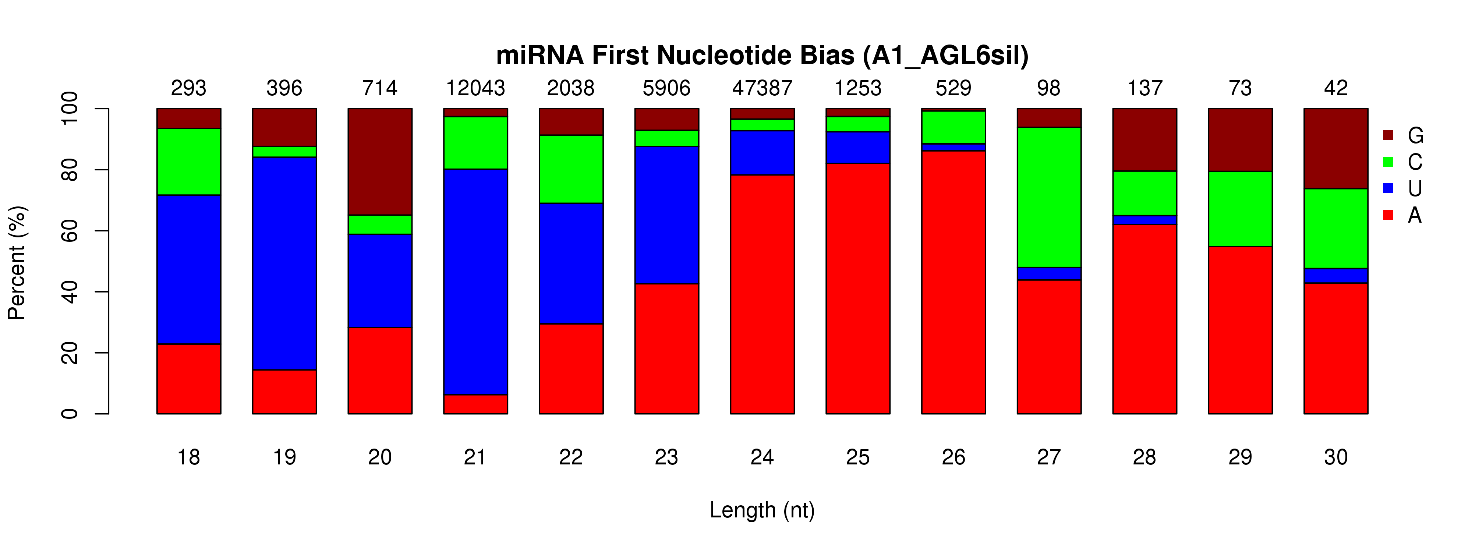

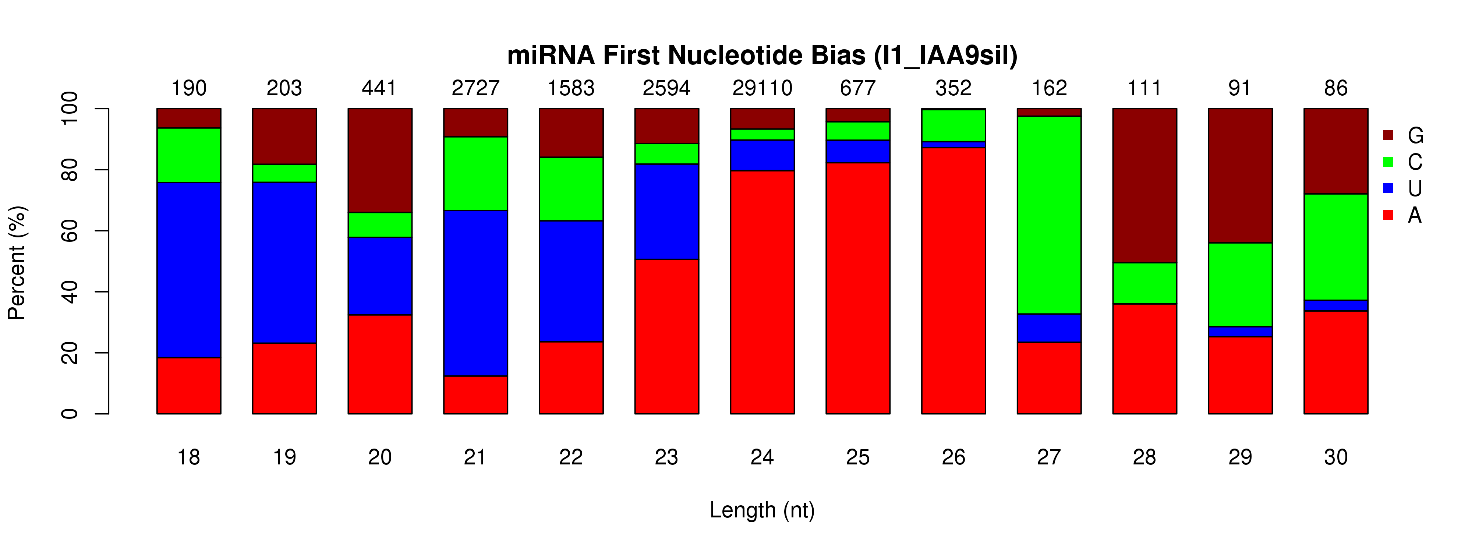

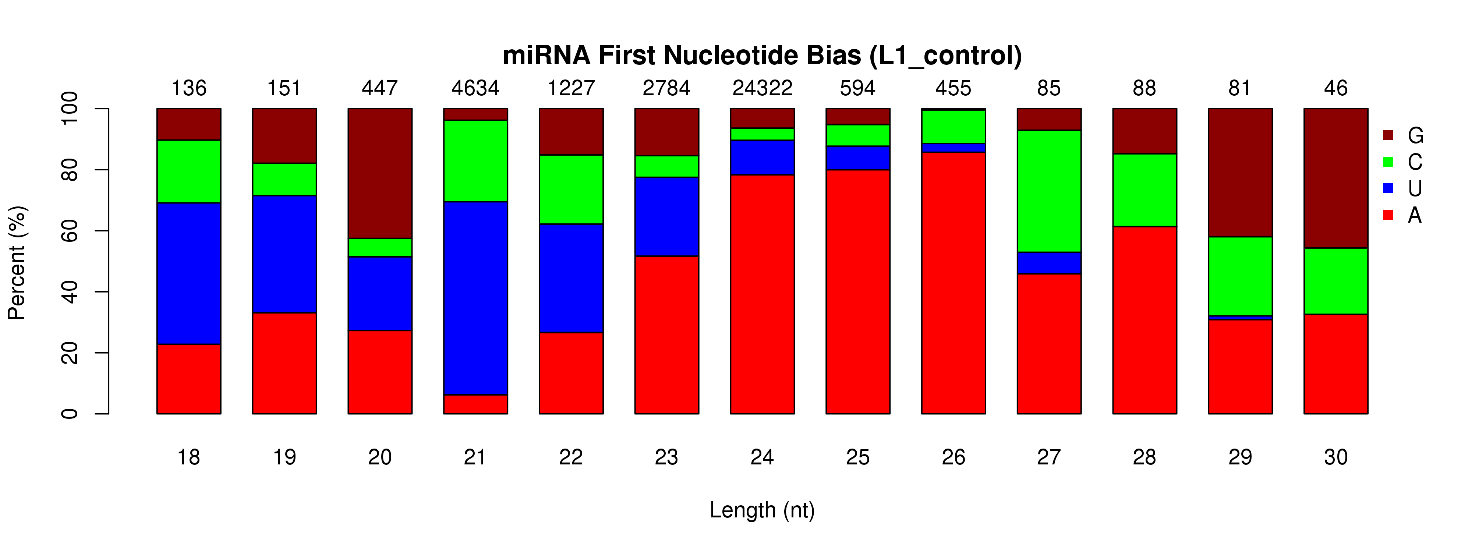
**

# **Additional file 2**. First base preference of novel miRNAs of 18 to 30 nucleotides (nt) in length. The horizontal axis is the length of the miRNA and the vertical axis is the ratio of A/U/C/G in the first base of the miRNA according to the miRNA length. The numbers on the columns are the total numbers of miRNAs with specific length.

# Supplementary material for: MicroRNAs associated with AGL6 and IAA9 function in tomato fruit set
**Source:** BMC Res Notes. 2023 Sep 30;16:242. doi: 10.1186/s13104-023-06510-z
**Supplement:** Supplementary file 4 — Supplementary Material 4

**Additional file 4. Novel differentially expressed miRNAs**

# Supplementary material for: MicroRNAs associated with AGL6 and IAA9 function in tomato fruit set
**Source:** BMC Res Notes. 2023 Sep 30;16:242. doi: 10.1186/s13104-023-06510-z
**Supplement:** Supplementary file 5 — Supplementary Material 5

| Target | Primer | Sequence (5’→ 3’) |
| --- | --- | --- |
| miR393 | Stem loop RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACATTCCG |
|  | Forward | GCCAGATCATGCGATCTCTT |
| miR482e-5p | Stem loop RT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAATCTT |
|  | Forward | TCTAATGTGGGTGGGGTGGA |
| U6 | RT | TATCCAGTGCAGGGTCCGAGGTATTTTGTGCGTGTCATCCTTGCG |
|  | Forward | GGAACGATACAGAGAAGATTAGCA |
| Universal | Reverse | GTGCAGGGTCCGAGGT |

**Additional file 5. List of primers**

How the deposited data were processed for this re-analysis (not part of the article)

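Small RNA was sequenced from tomato ovaries treated with dsRNA against AGL6 or IAA9 (AGL6sil, IAA9sil) and from mock-treated ovaries (ctrl), with 1 library per condition and 1 pool of ovaries per library. Samples were assigned to conditions from the sample titles and treatments and from the paper.

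The deposited values are counts, which the authors made by removing low-quality and adapter reads, mapping the 18 to 30 nt reads to the genome with Bowtie, aligning them to miRBase for known miRNAs and to the predictions of miREvo and mirdeep2 for the others, and counting reads per mature sequence with custom scripts. The paper's Results name miRBase21 and its Methods miRBase20.0, and the text names no genome build. The authors applied no normalization to these counts. They hold 634 miRNAs, 125 known and 509 predicted, with 1460919 reads in AGL6sil, 1053000 in IAA9sil and 1038064 in ctrl. miRNA names were used as the counts give them. The gene table of the tomato assembly SLM_r2.1 was used only for the names of miRNA genes and which of them are neighbours.

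From the counts, each library was divided by its median over all 634 miRNAs relative to ctrl, and the log2 ratio of each silenced library to ctrl was taken without a pseudocount. A count of 0 was taken at 3 counts, the number that 0 reads allow. A miRNA was called where its reads before scaling summed to at least 50 and its log2 ratio was at least 1.5 in size, the thresholds of the paper. Counting error was given as a 95% Clopper-Pearson interval of the pair of counts. No test across miRNAs was made, because 1 library per condition has no replicates and miRNAs are not replicates of each other. The median log2 ratio of a list was set against 10000 random lists of the same size, drawn within 5 bins of abundance. The overlap of the calls was set against 1000 draws of 3 simulated libraries without differences, with a coefficient of variation of 0.2 beyond counting, and against 10000 draws of as many miRNAs as the calls in IAA9sil from those past the read limit. For precursors with 2 arms listed and at least 50 reads on each, the change of the arm with fewer reads in the 3 libraries together was compared with that of the other arm, which needs no scaling.

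The text names the miRNAs that the paper names, every listed member of the miR166, miR167, miR393 and miR482 families, the 3 largest changes per class, direction and comparison among the calls, and the 5 known miRNAs with the most reads. This rule, the thresholds and the alternatives were fixed before the data were examined, apart from 1 alternative in 2 forms, which was built after seeing the data by comparing the calls with the paper's lists, and the choice of the minor arm by the reads of 1 library. The random lists of the observed sizes for the overlap were also added after seeing the data. miR164a, miR168a, miR396a, miR403, miR9475, novel_84, novel_309 and novel_553 were named after their values were seen.

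The alternatives were the median of the own class, the median of ratios of DESeq2 1.42.0, the TMM method of edgeR 4.0.16 (R 4.3.3), the total miRNA count, the clean reads of Table 1, no scaling, no filter, a filter of 50 reads in the larger library, a pseudocount of 1, counts under 3 raised to 3, a 1.5-fold threshold, and the counting interval past the threshold. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The calls were tested on simulated data in which 200 of 634 miRNAs were changed 8-fold in AGL6sil. These were drawn at random over both classes, with as many raised as lowered. The simulation therefore does not test the library median where most changes within a class go the same way. With counting error alone, 139 of the 139 changed miRNAs past the read limit were called in the right direction. Of 261 unchanged ones, 0 were called. The intervals, taken here and below with the true scaling factors, covered the true ratio for 96.8% of 400 miRNAs. With the medians of the simulated libraries as the scale, the log2 ratios in AGL6sil were off by a median of −0.12. The intervals do not include this error of the scale. In the simulated IAA9sil, where nothing was changed, 3 of 400 were called. With a coefficient of variation of 0.1 added, 136 of 137 changed miRNAs were called, with 0 of 259 unchanged ones in AGL6sil and 1 of 396 in IAA9sil, and the intervals covered the true ratio for 79.0% of 396 in AGL6sil and 82.1% in IAA9sil, so that they understate the error wherever libraries differ by more than counting.

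Lengths and first bases of miRNAs, hairpin counts, predicted targets and the stem-loop qRT-PCR were not analysed here.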

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

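The tests of this part were chosen after the results were seen. In sly-miR171b-5p, the silenced libraries differed in direction: it was lower than ctrl in AGL6sil and higher in IAA9sil, and the log2 ratio of AGL6sil to IAA9sil was −3.92. With 1 library each, this difference was not tested against replicates. Counting error is not enough to give it, since the upper end of the 95% counting interval of the ratio of AGL6sil to IAA9sil was −2.43. Scaling does not remove it either, as the scaling that brought the ratio closest to 0 gave −2.64. The part that is lower than ctrl is weaker. Its interval ended at −0.42 with the library median, but at 1.06 with each class scaled by its own median, so that the choice of scale may account for the decrease in AGL6sil against ctrl. The miRNA has 46 reads in all, and a difference between ovary pools or a response to the silenced gene both stay open.

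The paper's lists leave out 3 predicted miRNAs with many reads in AGL6sil and 0 in ctrl: novel_500 with 178 reads, novel_84 with 154 and novel_553 with 52. In IAA9sil they had 2, 0 and 0 reads. AGL6sil had more miRNA reads than ctrl, though fewer clean reads in Table 1, and the larger number does not account for these reads, because a count of 0 in ctrl allows only 6.39 reads in AGL6sil after scaling, and at most 6.92 under the scaling that allows most. A candidate explanation is small RNAs cut from the AGL6 dsRNA, which the paper's introduction describes for these libraries and which would be found in AGL6sil alone. It is a hypothesis. At least 10 reads in 1 library and none elsewhere were found for 3 predicted miRNAs in AGL6sil (novel_84, novel_553 and novel_309) and for 0 in IAA9sil, which decides nothing for AGL6, since the sequences of these miRNAs were not analysed here. An miRNA that rises with AGL6 silencing, and a difference between the pools, cannot be told apart from it for the same reason.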

How the results depend on the processing

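Each result was recomputed with 1 choice changed at a time. Leaving out replicates was not possible with 1 library per condition. No paired analysis was possible because each condition has a single library. Numbers are given for AGL6sil downregulated, AGL6sil upregulated, IAA9sil downregulated, IAA9sil upregulated and shared calls, and unless a cause is named, the cause was not tested.

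For known miRNAs the main numbers were 39, 4, 6, 0 and 5. With the median of the own class they were 14, 16, 5, 1 and 3; with the total miRNA count 24, 4, 5, 1 and 3; with the clean reads 15, 11, 2, 2 and 2; without scaling 17, 6, 5, 1 and 3. The median of ratios and TMM each gave 34, 4, 6, 0 and 5. Of the 39 downregulated in AGL6sil, 14 stayed past the threshold under each of the 7 scalings, and so did the 4 upregulated. No abundance filter gave 52, 6, 8, 6 and 9, the 1.5-fold threshold 59, 5, 22, 11 and 25, and the counting interval past the threshold 28, 2, 5, 0 and 3; these 3 differ by construction, as they admit more or fewer miRNAs. A filter of 50 reads in the larger library gave 34, 4, 5, 0 and 4, and the pseudocount 37, 4, 6, 0 and 5. An alternative was chosen after seeing the data, and was fitted to the paper's lists, so that its agreement with them is no independent check. It scales counts to the mean of the 3 medians, rounds them and filters on the scaled total. The form tried first, which keeps miRNAs rounded to 0, gave 42, 4, 6, 1 and 6, and the form adopted when that one called miRNAs absent from the lists, which leaves them out, gave 41, 4, 6, 1 and 6.

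For predicted miRNAs the main numbers were 12, 25, 11, 9 and 5. The median of the own class gave 14, 21, 11, 9 and 5, the median of ratios 11, 26, 9, 9 and 3, TMM 11, 30, 9, 9 and 4, the total miRNA count 9, 47, 6, 13 and 8, the clean reads 7, 128, 4, 17 and 15, and no scaling 8, 96, 6, 13 and 10. Without a filter they were 49, 58, 32, 32 and 19, with 50 reads in the larger library 3, 21, 4, 3 and 2, with a pseudocount 12, 21, 9, 6 and 3, with the 1.5-fold threshold 54, 78, 52, 53 and 58, and with the interval past the threshold 8, 8, 2, 0 and 0. The 2 forms of the added alternative gave 19, 19, 11, 8 and 5 with miRNAs rounded to 0 kept and 16, 17, 11, 7 and 4 without them. The number of reads limits these calls more than those of known miRNAs: the interval lay past the threshold for 16 of the 37 in AGL6sil, against 30 of the 43 known ones.

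The median log2 ratio of known miRNAs in AGL6sil, −1.20 with the library median, was 0.28 with the median of the own class, −0.60 with the total miRNA count, 0.11 with the clean reads and −0.11 without scaling. In IAA9sil, where it was −0.02, it was 0.19, 0.18, 0.33 and 0.20 in the same order. These shifts follow from the scale itself. The median difference between minor and major arms in AGL6sil was −1.55, and −1.10 without an abundance filter and −0.60 with at least 500 reads per arm. With the minor arm chosen by 1 library, which was added after seeing the data, it was −1.40 by the ctrl reads and −1.55 by the IAA9sil reads. At least 10 reads were found for 301 predicted miRNAs in ctrl, against 481 with at least 1 read; the other numbers detected stayed within 1.5 times. Of 680 values of named miRNAs under the alternatives, 445 stayed within the counting interval and on their side of the threshold, 193 moved beyond the interval, 40 fell short of the threshold and 2 newly passed it. No named miRNA past the threshold changed sign under another scaling. Of the 25 named miRNAs past the threshold in AGL6sil, 19 were past it under every scaling, and of the 15 in IAA9sil, 9 were.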

Differences from the paper's values

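The paper reports 1 known miRNA upregulated in IAA9sil, and 0 passed both limits here. The miRNA is sly-miR171b-5p, with 46 reads before scaling. The median of the own class, the total miRNA count and no scaling each gave 1, the clean reads gave 2, no abundance filter 6 and the 1.5-fold threshold 11; with the median of ratios, TMM, 50 reads in the larger library, the pseudocount, counts raised to 3 and the counting interval the number stayed 0. Apart from no abundance filter, which calls sly-miR171b-5p among its 6, these keep the limit of 50 reads, so the miRNAs they call are others. The alternative chosen after seeing the values, with rounded scaled counts and the filter on the scaled total, gave 1 in both of its forms, and with miRNAs rounded to 0 left out its lists for known and predicted miRNAs hold the same miRNAs as the paper's in both libraries. It was fitted to those lists: the form tried first kept miRNAs rounded to 0 and called 42 known miRNAs downregulated in AGL6sil against the paper's 41, and 19 predicted ones in each direction against 16 and 17, and these were then left out.

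The paper's stem-loop qRT-PCR gives a reduction of sly-miR482e-5p in IAA9sil by 37%, and the counts gave 70.3%. These are different assays with different reference scales. None of the alternatives set before the data were examined closed the gap; over the scalings the reduction ranged from 62.4% with the clean reads to 70.3%. For sly-miR393 in AGL6sil the paper's 54% stands beside 72.7% from the counts, and beside 58.7% with the total miRNA count, 41.9% without scaling, 32.2% with the clean reads and 23.8% with the median of the own class.

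The paper lists sly-miR171b-5p and sly-miR172a for AGL6sil, which had 46 and 48 reads and were not called here because of the read limit; no abundance filter and the alternative chosen after seeing the values call both. The paper's lists of predicted miRNAs and those here share 28 miRNAs in AGL6sil, with 9 called only here and 5 only by the paper, and share 18 in IAA9sil, with 2 called only here. No abundance filter calls these 5, and the alternative chosen after seeing the values calls all of the paper's 33 and 18. The paper states that almost all miRNAs were downregulated in both datasets. For known miRNAs, 39 of 43 calls in AGL6sil and 6 of 6 in IAA9sil were downregulated here with the library median, but 14 of 30 in AGL6sil with the median of the own class, and 15 of 26 in AGL6sil and 2 of 4 in IAA9sil with the clean reads. For predicted miRNAs in AGL6sil, 12 of 37 calls were downregulated here and 16 of 33 in the paper's own list.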

Other observations

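The calls under the 7 scalings and the comparison of minor with major arms were set before the deposited counts were examined. So were the limits of 50 and 500 reads per arm, but not the arm chosen by 1 library. The arm comparison was prompted by decreases listed in the paper's Table 3. Those come from these same libraries, so the comparison is not an independent test. The other tests of this part were chosen after the results were seen. The excess of downregulated known miRNAs in AGL6sil depends on the scale. Downregulated miRNAs were 90.7% of the known calls with the library median and 57.7% with the clean reads, which are not set by miRNAs. With the total miRNA count they were 85.7%, and predicted miRNAs take 4.45% of that count or less. In that count, sly-miR162 takes 44.2% in AGL6sil and 34.8% in ctrl. Its larger share lowers the ratios of the other miRNAs on that scale. The share of 46.7% with the median of the own class says little, because that scale is set by the known miRNAs themselves. No added standard fixes the scale, so a general decrease of known miRNAs and an increase of predicted ones cannot be told apart. The choice of scale does not account for part of the list: for 10 known miRNAs the counting interval lay below the threshold under each of the 7 scalings, and for 2 it lay above.

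Whichever single factor scales a library, predicted miRNAs were higher relative to known miRNAs in AGL6sil than in ctrl. A scale set within each class cannot measure this difference. With each class scaled by its own median, the median log2 ratio in AGL6sil was 0.28 for known and −0.04 for predicted miRNAs. With the library median, that of predicted miRNAs was above that of known ones by 1.28 in AGL6sil, and in IAA9sil the difference was −0.02. Low counts of the predicted miRNAs do not explain the gap, which was 1.64 among miRNAs with at least 50 and fewer than 500 reads, and the few abundant miRNAs do not either, as it was 1.40 without the 5 most abundant known miRNAs. Prediction from these same libraries near the detection limit might favour the library with the most miRNA reads, but the gap was 1.04 among miRNAs with at least 500 reads. Recovery of small RNAs by length stays open. The paper describes the known miRNAs as mostly 21 nt long and the most abundant predicted ones as 24 nt. The gap between classes may therefore be one between lengths. It was not tested by length, since the paper prints a sequence for only 23.0% of the miRNAs with at least 50 reads. A difference in library preparation or RNA pool also stays open, with 1 library per condition. The paper does not report this gap.

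The ratio of the 5p arm to the 3p arm of a precursor needs no scaling, because both arms were counted in the same library. Among 16 precursors with at least 50 reads on each arm, the ratio changed by more than 2-fold in 14 and more than 4-fold in 8 in AGL6sil, against 3 and 0 in IAA9sil. For miR166c the 5p to 3p ratio was 1.13 in ctrl, 0.751 in IAA9sil and 0.103 in AGL6sil. For miR482e it was 0.785, 0.206 and 0.0548, and for miR396a 0.0542, 0.0916 and 0.488. miR9475 kept ratios of 1.13, 1.10 and 1.09. Counting error is not enough to give the changes in AGL6sil, as 15 of the 16 ratios changed beyond their 95% counting error, against 9 in IAA9sil. Low abundance of the minor arm is not enough either, since the ratio changed by more than 2-fold in 7 of the 9 precursors with at least 500 reads on each arm. Which arm fell is less clear. The arm with fewer reads in the 3 libraries together fell more in 11 of the 16, with a median difference of −1.55, but that sum includes AGL6sil itself. With the arm chosen by the ctrl reads it was 10 of the 16 and −1.40, and by the IAA9sil reads, which do not enter the comparison, 11 and −1.55. Among the 9 precursors with at least 500 reads on each arm it was 5, with a median of −0.60, and among the 16, the arm with more reads fell more by over 1.5 in miR164a, miR168a, miR396a and miR403, so that a general fall of the minor arm was not shown. In IAA9sil the arm with fewer reads fell more in 6 of the 16, with a median of 0.04. Library preparation or RNA pool cannot be told apart from the treatment with 1 library per condition.

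Members of the miR482 family moved apart in AGL6sil. sly-miR482a rose, with 16035 reads against 2174 in ctrl and a log2 ratio of 1.79 to 3.28 over the 7 scalings, and sly-miR482d-5p fell, with 9 reads against 25 and a log2 ratio of −2.56 to −1.08, short of the threshold with the median of the own class, the clean reads and no scaling. sly-miR482b, sly-miR482c and sly-miR482d-3p had ratios of −0.37, −0.37 and −0.57, which became positive under other scalings. In the gene table of SLM_r2.1, MIR482b and MIR482c are neighbours and 1 listed gene separates MIR482d from MIR482b. Reads shared between members of such a family were not examined, and no biological explanation was tested.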
